A study of Ananas comosus with 48 samples. Its data were reported in "Differential gene expression during floral transition in pineapple" (2023).

How the data were processed

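Small RNA had been sequenced from shoot apices of field-grown pineapple (Ananas comosus). Plants were injected in the centre with 10 ml of water, the control, or with 10 ml of water holding 50 mg of ethephon, a compound that releases ethylene and is used to induce flowering. Apices were collected at 8 samplings, the first labelled 6 hours, then daily from day 1 to day 6, and the last at day 8. Each treatment and sampling had 3 libraries, so that 48 libraries fell into 16 groups by the labels, with 24 libraries per treatment. The plants of the first sampling were cut in the morning of the injection, and 6 hours marks when their processing was complete. They were processed later in the day than those of the others. The tissue sampled as apex also held young leaves.

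The authors removed adapters from the reads, collapsed identical reads to unique sequences and aligned these to mature miRs of miRBase. The deposited table lists 190 mature sequences and gives raw counts for each library. Beside the counts, the table holds a score made by the authors, reads scaled to a fixed number of sequencing tags of the library, rounded to whole numbers. A deposited list, an other kind of file with no measurement, holds each mature sequence and the 253 miR names that share these sequences. The aligner, its settings and the number of mismatches allowed are not given in the sources used here, and neither are genome positions of the miR genes. All tests below started from the counts. The scores were used to recover the number of sequencing tags of each library, from counts and scores of sequences with a score of at least 100. The count divided by the score was constant in each library within rounding, and the range that rounding allowed for the tags was at most 0.0133% wide.

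A sequence shared by several miR genes was named by the first name in the list, so that miR160a-5p stands also for miR160b-5p and miR160c-5p. The family is the number in the name. Counts were analysed in R 4.3.3 with edgeR 4.0.16. The filterByExpr function with the 16 groups (minimum count 10, minimum total count 15) kept 57 of the 127 sequences with a count. Libraries were scaled by the total count in listed miRs and trimmed mean of M-values (TMM) factors. Levels are given in CPM, the cpm values of edgeR on this scale, as the mean ± SD of the libraries of a group. Because of the TMM factors, the CPM of a library need not sum to the same total in each. A quasi-likelihood model with a mean for each of the 16 groups was fitted to all 48 libraries, each taken as independent. Its common biological coefficient of variation was 0.246. The contrasts were ethephon minus water at each sampling, the same difference averaged over the 8 samplings, an F test of the 8 differences together, an F test of whether the difference changed between samplings, F tests of change over samplings within each treatment, and day 8 minus 6 hours within each treatment. A miR was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p under 0.05 over the 57 sequences. All log2 fold changes are ethephon over water unless stated. In the edgeR fits the standard error (SE) is the absolute log2 fold change divided by the square root of its F statistic. It is unreliable where the change is very small. The tests of the 8 samplings used 3 libraries against 3 but drew their spread from all groups.

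The contrasts and their tests, the lists and most alternative settings were fixed before the data were examined. So was the rule for named miRs. It took the DE miRs of each contrast, at most the 12 of smallest p in each direction, all members of miR156, miR157 and miR172, the miRs the study named as up- or down-regulated, the 10 most abundant miRs, and up to 4 members of each list by p. By that rule miRs under the count filter were to be given only with their counts, and the tests of such miRs were added later. Lists of families were age and phase (miR156, miR157, miR172, miR529), auxin (miR160, miR167, miR390, miR393), boundary, meristem and polarity (miR164, miR165, miR166, miR171, miR394), TCP and GRF growth factors (miR319, miR396), MYB (miR159, miR828, miR858), phosphate and sulfate (miR395, miR399, miR827), copper (miR397, miR398, miR408, miR528, miR857), small RNA machinery (miR162, miR168, miR403), lineage-limited (miR444, miR528, miR529, miR535, miR1432) and NBS-LRR defence (miR472, miR482, miR2118). A further list held the miRs named by the study, with both arms where listed, although the study's figure showed a single arm of each. The phosphate, sulfate and copper lists also stood for miRs of vascular and leaf tissue, for want of sure markers of single cell types. Lists were tested with fry in limma 3.58.1 on voom values, which asks whether members move one way on balance, and with its mixed form, which asks whether they change in either direction. The 90 tests of 10 lists and 9 contrasts were adjusted together. Family totals were counts summed over members and tested with the same edgeR model.

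The share of variance by sampling and treatment was tested with adonis2 in vegan 2.7.1 on Euclidean distances of log2 CPM (prior count 2) with 9999 permutations, within samplings for treatment. Depth measures and ratios of the 2 arms of a precursor (log2 of counts, 1 added to each) were compared by a two-sided permutation test of the difference in means, with labels permuted within samplings 100000 times. The smallest p these can give is 1e-05, and 1e-04 for adonis2. Sequences under the filter with at least 20 counts were compared in the same way.

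The model was tested on simulated data, counts drawn from the water means, library sizes and dispersions of these libraries, with 10 of the 57 miRs changed in each of 20 sets. The averaged contrast recovered 66% of changes of 0.5 log2 units and 97% of changes of 1 unit, and 7.04% and 8.06% of calls were false. A single sampling, day 3, recovered 39% of changes of 1 unit and 87.5% of changes of 2 units, and 9.30% and 6.42% of calls were false. In both contrasts these false shares lay above the share that the adjusted p threshold allows. Sets with no change gave 0 false calls. A change of 1 log2 unit was therefore often missed at a single sampling.

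The alternatives were relative log expression (RLE) factors, scaling by the total alone with no composition factor, TMM without the most abundant miR, no filter, a filter of at least 1 CPM in more than 3 libraries, DESeq2 1.42.0, limma-voom with quality weights, a replicate block, the 6 libraries of a sampling alone, a limit of 2 log2 units at single samplings, leaving out each replicate, library or sampling, day 1 in place of 6 hours as the reference, arms summed apart, a prior count of 0.5 and fry without voom weights. Added after the data were seen were library sizes from all sequencing tags with no composition factor, leaving out the library of fewest counts, and adjustment over the 8 samplings together. So were the numbers of tags, the share of miRs in the tags and the share of the miR159 family as depth measures, the ratios of the arms, the tests of sequences under the filter, the correlation between samplings and the tests on miR160. No library was left out of the main tests. Leaf bases and messenger RNA of the same plants were not analysed here.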

Results

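Mature miR counts were compared between ethephon-treated and water-treated pineapple apices, with 3 libraries at each of the 8 samplings from 6 hours to 8 days. Total counts in listed miRs ran from 18581 in replicate 2 of ethephon at day 5 to 91791, with a median of 61482. Water libraries held 65160 ± 12467 counts (mean ± SD, n = 24) and ethephon libraries 57407 ± 16395 (n = 24). The difference in log2 total was -0.23 (permutation p = 0.0557, adjusted p = 0.111), and ethephon was lower at 6 of the 8 samplings. Listed miRs made up 0.465% ± 0.0771 of the sequencing tags in water and 0.395% ± 0.0909 in ethephon libraries (n = 24 each; permutation p = 0.00881, adjusted p = 0.0529). The miR159 family took 72.8% ± 4.23 of the counts in water and 70.1% ± 4.52 in ethephon libraries (permutation p = 0.0314, adjusted p = 0.0941). By first name that family holds a sequence shared with miR319. miRs detected and the share of the most abundant miR gave permutation p values of 0.684 and 0.899, in a family of 6 depth measures adjusted together. In a single library a count of 0 allowed up to 32.7 to 161 CPM, which is the level of 3 counts. Such limits and intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

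A few abundant miRs held most of the counts in the apex. miR159c-3p, a sequence shared with miR319a-3p and miR319d-3p (UUGGACUGAAGGGAGCUCCCU), made up 38.0% of all counts, miR159j-3p 27.4%, miR166b-3p 10.5%, miR162a-3p 7.37% and miR159a-3p 4.51%. miR166a-3p, miR159b-3p, miR166d-5p, miR530a-5p and miR167a-5p completed the 10 most abundant, which together held 94.9% of the counts. miR159 is known to target GAMYB-like transcription factors, miR166 the class III HD-ZIP genes of leaf polarity, and miR162 the dicer that makes miRs. The miR159c-3p sequence was placed in the miR159 family by its first name only. Under its miR319 names it would belong to the TCP and GRF list, and its targets were not examined. Averaged over the samplings, miR159j-3p fell by 0.36 log2 units (SE 0.08; 308512 ± 71826 CPM in water, 240225 ± 52820 in ethephon, n = 24 each), whereas miR166d-5p and miR159b-3p rose by 0.56 and 0.24. The other 7 of these 10 were not DE in that contrast.

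The first comparison asked which miRs differed between ethephon and water on average over the 8 samplings, which does not need the same direction at each. Members of the miR160 family, which target auxin response factors, fell the most. miR160a-5p (UGCCUGGCUCCCUGUAUGCCA) fell by 0.90 log2 units (SE 0.07), from 4755 ± 1025 CPM in water to 2527 ± 385 in ethephon apices (mean ± SD, n = 24 each), and was lower at 8 of 8 samplings. miR160d-5p (UGCCUGGCUCCCUGAAUGCCA) fell by 0.98 (SE 0.10), from 1844 ± 984 to 916 ± 401 CPM (n = 24 each), and was also lower at 8 of 8. At all 8 samplings the 3 ethephon libraries lay below the 3 water libraries for miR160a-5p, and at 6 for miR160d-5p, where chance gives 10% for 3 against 3 in either direction. The adjusted p was 2.1e-14 for miR160a-5p and 1.2e-11 for miR160d-5p (edgeR).

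miR172a-3p, which targets AP2-like repressors of flowering, fell by 0.52 (SE 0.09, adjusted p = 1.1e-05), from 1460 ± 332 to 1031 ± 258 CPM (n = 24 each), and was lower at 8 of 8 samplings. miR396a-5p, which targets growth-regulating factors, fell by 0.59 (SE 0.11), and miR168b-3p, the opposite arm of the miR168 that targets ARGONAUTE, fell by 0.60 (SE 0.08). miR394a-3p fell by 0.42 (SE 0.08), miR171f-3p by 0.47, miR171a-3p by 0.67, miR171d-3p by 0.31, miR164c-3p by 0.78, miR319a-5p by 0.45 and miR827a-5p by 0.81 (SE 0.18). With miR160a-5p, miR160d-5p and miR159j-3p these were the 13 miRs that fell on average, although miR827a-5p was higher in ethephon apices at 2 of the 8 samplings, by 1.18 at 6 hours and 0.76 at day 1.

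The 11 miRs that rose included 3 members of miR164, a family that targets NAC genes of organ boundaries, and both arms of miR171c, from a family that targets GRAS genes of the meristem. Whether each arm has the targets of its family was not examined. miR164a-3p rose by 0.92 (SE 0.21), from 144 ± 75.0 to 289 ± 206 CPM (n = 24 each), and was higher at 8 of 8 samplings. It had a mean of 14.1 counts per library. Summed by arm, miR164 5p rose by 0.37 (edgeR adjusted p = 0.000165), while miR164 3p stood at 0.07 (adjusted p = 0.757). miR164b-5p rose by 0.59 (SE 0.15) and miR164a-5p by 0.36 (SE 0.09). miR171c-5p rose by 0.76 (SE 0.18) and miR171c-3p by 0.75 (SE 0.18), each higher at 8 of 8. miR166d-5p rose by 0.56 (SE 0.10) and was higher at 7 of 8, from 13327 ± 5634 to 19259 ± 4751 CPM (n = 24 each), while miR166 3p, summed by arm, stood at -0.01 (edgeR adjusted p = 0.882). miR530a-3p rose by 0.54, miR7782a-3 by 0.50, miR528a-5p by 0.48, miR171f-5p by 0.30 and miR159b-3p by 0.24. Of the 24 miRs, 9 had the same sign at all 8 samplings, and among the others miR528a-5p stood at -0.83 at day 1 and miR530a-3p at -0.55 at 6 hours.

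**Figure D1:**
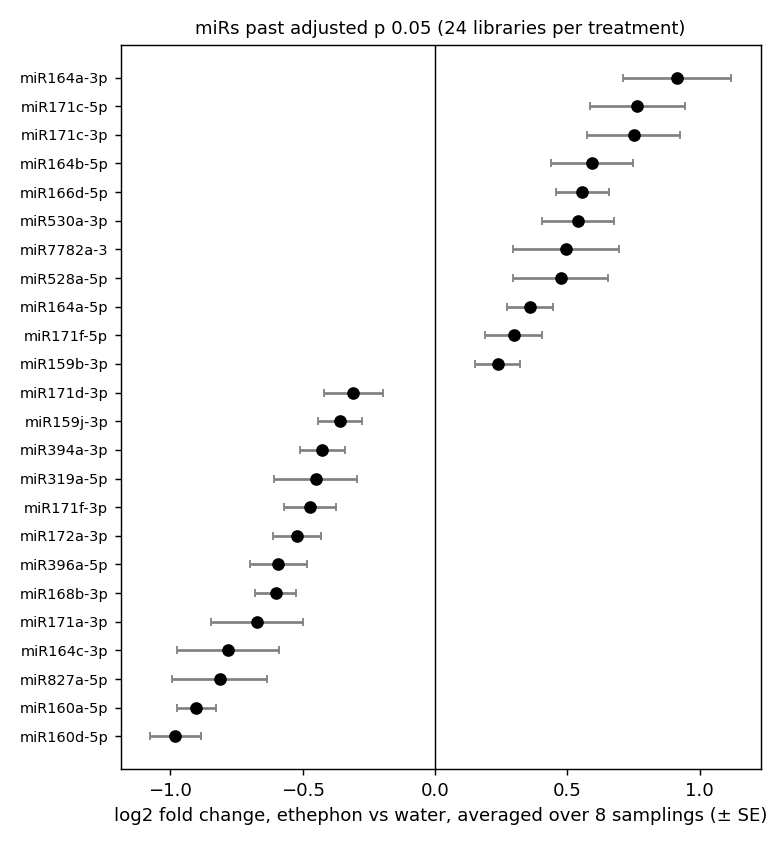
The log2 fold change of ethephon over water, averaged over the 8 samplings, of each of the 24 DE miRs (points, with bars of ± 1 SE; 24 libraries per treatment). miR160d-5p at -0.98 and miR160a-5p at -0.90 lie lowest, and miR164a-3p at 0.92 lies highest.

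In all, 24 of 57 miRs were DE in the averaged contrast (11 up, 13 down; 26 at an unadjusted p under 0.05). On the scale of all sequencing tags the median of all miRs moved by -0.12 log2 units and 21 were DE, 6 up and 15 down, with 19 shared. With no composition factor the median moved by 0.13 and 25 were DE, 14 up and 11 down, with 22 shared. No DE miR changed direction under the scalings tried, but the balance of ups and downs follows the scale. The calls of miR164a-5p (adjusted p = 0.0958), miR159b-3p, miR171f-5p, miR528a-5p and miR7782a-3 were lost on the scale of all tags, and those of miR319a-5p and miR171d-3p with no composition factor. The call of miR171d-3p, which lies outside the rule for named miRs and was named after its values were seen, was also lost with RLE factors (adjusted p = 0.05002) and with TMM without the most abundant miR (adjusted p = 0.0722).

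Of the auxin list, 2 of 10 tested members fell, miR160a-5p and miR160d-5p, none rose, and the list moved down (fry adjusted p = 0.000372). Its members miR393a-5p and miR393b-5p are hardly separate measurements. To 2 digits their log2 changes were equal at every sampling except day 2 (0.43 and 0.35). miR167a-5p, which also targets auxin response factors, had a log2 change of 0.10 (SE 0.08), and miR390a-5p, which starts the tasiRNAs of auxin response factors, 0.12 (SE 0.11). Of the age and phase list, 1 of 2 tested members fell, miR172a-3p (list adjusted p = 0.00418), and miR172b-3p stood at -0.32 (SE 0.23). Of the TCP and GRF list, 2 of 6 fell, miR396a-5p and miR319a-5p, and none rose (list adjusted p = 0.0101). The sequence that miR319a-3p and miR319d-3p share with miR159c-3p was counted under MYB and not in this list, and stood at -0.15 (SE 0.10). Of the small RNA machinery list, 1 of 3 fell, miR168b-3p (list adjusted p = 0.0101), while miR168a-5p, the arm that targets ARGONAUTE, stood at -0.02 (SE 0.06). Of the 19 tested members of the boundary, meristem and polarity list, 7 rose, among them miR164a-3p, miR166d-5p and miR171c-5p, and 5 fell, among them miR394a-3p, miR171f-3p and miR164c-3p. This list had no balance in one direction (adjusted p = 0.725) but changed in the mixed test (adjusted p = 5.1e-09), with a median of -0.02 and a mean of 0.06.

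Of 3 tested miRs of the phosphate and sulfate list, miR827a-5p fell (list adjusted p = 0.0762). Of 3 in the copper list miR528a-5p rose (adjusted p = 0.355), and the lineage-limited list held only the same 2 miR528 arms (adjusted p = 0.319). In the MYB list 1 of 5 rose and 1 fell (adjusted p = 0.908; test down, mean -0.01, median 0.11). The NBS-LRR list had 0 listed sequences. The list of miRs named by the study, which was chosen on these samples and is not independent evidence, had 4 of 12 up and 5 down (adjusted p = 0.00143; mixed adjusted p = 6.9e-08). Adjusted over the list alone, the counts were the same for every list in the averaged contrast. With no composition factor none of the 13 list calls, those at single samplings below included, was kept, with averaged adjusted p of 0.207 for auxin, 0.130 for age and phase, 0.192 for TCP and GRF, 0.802 for small RNA machinery and 0.485 for the miRs named by the study, and the MYB list moved up (adjusted p = 0.0048). On the RLE scale the small RNA machinery list was also lost (adjusted p = 0.0889), and without replicate 1, 2 or 3 of every group 3, 2 and 23 list calls were made.

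Summed over their members, 7 of 23 families were DE, 2 up and 5 down (8 at an unadjusted p under 0.05). The miR160 family fell by 0.82 (SE 0.06), from 7031 ± 1058 to 3985 ± 574 CPM (n = 24 each). miR396 fell by 0.51, miR172 by 0.47, miR394 by 0.38 and miR168 by 0.23, while miR164 rose by 0.40 and miR528 by 0.48. None changed direction under the scalings tried, and 13 families were DE with RLE factors or DESeq2. miR164 (adjusted p = 0.0858) and miR528 (adjusted p = 0.241) were lost on the scale of all tags, and miR168 (adjusted p = 0.134) with no composition factor.

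At 6 hours, 6 miRs were DE, 4 up and 2 down (10 at an unadjusted p under 0.05). miR827a-3p, of a family linked to phosphate transport, rose by 1.48 (SE 0.44), from 3034 ± 406 to 8448 ± 1041 CPM (n = 3 each, edgeR adjusted p = 0.0244). miR164a-3p rose by 1.73 (SE 0.47), miR164b-5p by 1.27 and miR164a-5p by 0.76. miR160a-5p fell by 0.98 (SE 0.20), from 4150 ± 503 to 2104 ± 442 CPM, and miR159j-3p fell by 0.85. The count was 3 without water replicate 1, 1 without water replicate 2 and 2 without ethephon replicate 3. On the scale of all tags only miR160a-5p was DE, while with no composition factor 5 were DE, all up, with neither of the falls.

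At day 1, miR160d-5p fell by 1.80 (SE 0.27), from 4132 ± 475 to 1188 ± 255 CPM (n = 3 each, edgeR adjusted p = 1.5e-06), and miR167a-5p rose by 0.87 (SE 0.23), from 3392 ± 717 to 6205 ± 1491 CPM. These were the 2 DE miRs (10 at an unadjusted p under 0.05), and the auxin list, which holds both, moved down (fry adjusted p = 0.0273; 1 up and 1 down, or 1 up and 2 down adjusted over the list alone). Only miR160d-5p was DE without water replicate 1, without water replicate 3, without ethephon replicate 3, with no filter or on the scale of all tags, while limma-voom gave 5.

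At day 2, miR160a-5p fell by 1.01 (SE 0.21), miR166d-5p rose by 1.15 (SE 0.28), from 11530 ± 2893 to 25656 ± 6394 CPM (n = 3 each), and miR171f-5p rose by 0.97 (SE 0.30). The edgeR adjusted p values were 0.000677, 0.00527 and 0.0452, and 7 miRs had an unadjusted p under 0.05. The count was 1 without water replicate 1 or without ethephon replicate 3, and 6 without ethephon replicate 2. On the scale of all tags, where the median of all miRs moved by -0.52 at this sampling, both rises were lost. TMM without the most abundant miR gave 5, as did leaving out replicate 2 of every group.

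At day 3, 8 miRs were DE and all were lower in ethephon apices (16 at an unadjusted p under 0.05). miR160a-5p fell by 1.33 (SE 0.20), from 5813 ± 1427 to 2308 ± 154 CPM (n = 3 each, edgeR adjusted p = 3.1e-06), and miR160d-5p by 1.22 (SE 0.28). miR827a-5p fell by 1.79 (SE 0.46), from 656 ± 110 to 186 ± 78.3 CPM. miR172a-3p fell by 0.89, from 1301 ± 372 to 709.6 ± 123 CPM, miR394a-3p by 0.80, miR171f-3p by 0.86, miR530a-5p by 1.42 and miR168b-3p by 0.65. The auxin list (fry adjusted p = 0.0123; 2 fell, or 3 adjusted over the list alone) and the phosphate and sulfate list (adjusted p = 0.0273; 1 fell by either count) moved down, as did the miRs named by the study (adjusted p = 0.0138; 3 fell, or 5 adjusted over the list alone), a list that is not independent evidence. The direction rests on the scaling: 6 miRs were DE with RLE factors, 3 up and 3 down, 8 with TMM without the most abundant miR, 5 up and 3 down, and only miR160a-5p with no composition factor or on the scale of all tags. The count was 5 without water replicate 1, 4 without water replicate 3, 3 without ethephon replicate 1, 3 without ethephon replicate 2 and 5 without ethephon replicate 3, all down, and 2, 3 and 4 without replicate 1, 2 or 3 of every group.

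At day 4, 5 miRs were DE (10 at an unadjusted p under 0.05). miR530a-3p rose by 1.24 (SE 0.37), from 376 ± 80.1 to 893 ± 121 CPM (n = 3 each), miR164a-5p by 0.85 and miR166d-5p by 0.86. miR160a-5p fell by 0.70 and miR827a-5p by 1.50. The edgeR adjusted p values lay between 0.0305 and 0.0486, and no call at this sampling was kept without water replicate 2, without water replicate 3, without ethephon replicate 1, without ethephon replicate 2 or with no composition factor. One call was kept without water replicate 1, and 2 miRs were DE on the scale of all tags, both down.

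At day 5, 7 miRs were DE (16 at an unadjusted p under 0.05). miR530a-3p rose by 1.74 (SE 0.40), from 296 ± 79.1 to 965 ± 468 CPM (n = 3 each, edgeR adjusted p = 0.00398), miR171c-5p by 1.63 and miR166d-5p by 0.93. miR168b-3p fell by 0.92 (SE 0.22), miR160d-5p by 0.97, miR160a-5p by 0.70 and miR171f-3p by 0.90. The auxin list moved down (fry adjusted p = 0.00637; 2 fell, or 4 adjusted over the list alone). The count was 0 without ethephon replicate 1, 4 in the 6 libraries of day 5 alone, 3 without water replicate 3 and 4 without water replicate 1, and 3 with no composition factor. On the scale of all tags, where the median moved by -0.40, 14 were DE, 13 of them down.

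At day 6, miR160a-5p fell by 1.13 (SE 0.20), from 5617 ± 899 to 2571 ± 315 CPM (n = 3 each, edgeR adjusted p = 9.0e-05), and miR160d-5p fell by 0.94 (SE 0.28), from 1341 ± 293 to 695 ± 79.3 CPM (adjusted p = 0.0423). No miR rose (8 at an unadjusted p under 0.05). One miR was DE without water replicate 2, or without ethephon replicate 1, 2 or 3 in turn, and on the RLE scale or that of all tags the call of miR160d-5p was lost. With no composition factor, or in the 6 libraries of day 6 alone, 0 miRs were DE (edgeR; DESeq2 1; miR160a-5p adjusted p = 0.0767 with no composition factor).

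At day 8, 18 miRs were DE, 9 up and 9 down (25 at an unadjusted p under 0.05). miR396a-5p fell by 1.50 (SE 0.31), from 2437 ± 717 to 864 ± 155 CPM (n = 3 each, edgeR adjusted p = 0.000873), and miR396b-5p by 1.86 (SE 0.64). miR160d-5p fell by 1.201, miR160a-5p by 0.81, miR827a-5p by 1.91, miR171a-3p by 1.19, miR319a-5p by 1.11, miR172a-3p by 0.80 and miR168b-3p by 0.74. miR171c-3p rose by 1.98 (SE 0.50), from 70.8 ± 60.6 to 285 ± 96.2 CPM (n = 3 each), and miR528a-5p and miR528c-3p, from a monocot family that targets copper proteins, rose by 1.61 and 1.68. The water level of miR171c-3p lay near that of 3 counts (median 46.1 CPM over water libraries), and miR528c-3p had a mean of 5.02 counts per library. miR7782a-3 rose by 1.66, miR7782a-5 by 1.05, miR390a-5p by 0.94, miR171f-5p by 0.89, miR166d-5p by 0.86 and miR159b-3p by 0.69. Of the lists, age and phase (fry adjusted p = 0.0121; 1 of 2 fell, or 2 adjusted over the list alone) and TCP and GRF (adjusted p = 0.0296; 3 of 6 fell by either count) moved down and the lineage-limited list moved up (adjusted p = 0.0296; both miR528 arms by either count). The count was 9 without water replicate 2 or without ethephon replicate 2 of this sampling, 7 without replicate 1 of every group and 2 without replicate 2 of every group, and 11 with limma-voom or with adjustment over the 8 samplings together. On the scale of all tags 10 were DE, 9 of them down, and the rise of miR171c-3p was kept.

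**Figure D2:**
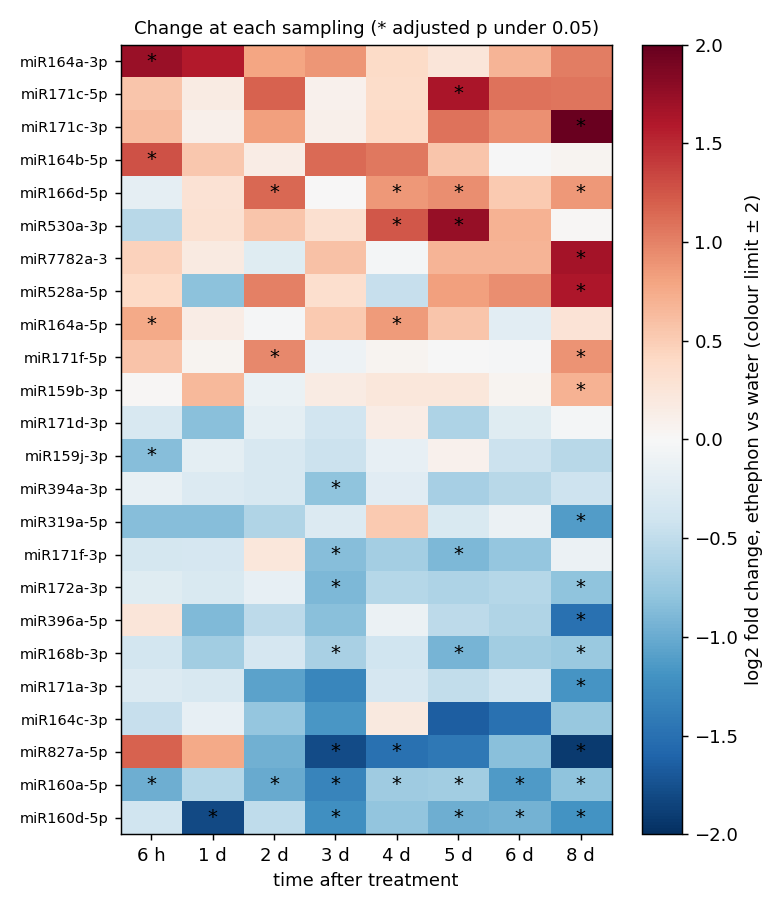
The log2 fold change of ethephon over water at each sampling (columns, time after treatment) for the 24 miRs DE in the averaged contrast (lines of cells). Red is higher and blue lower in ethephon apices, the colour scale ends at 2 in either direction, and stars mark an adjusted p under 0.05. miR160a-5p was lower at 8 of 8 samplings, with stars at 7.

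Over the 8 samplings there were 51 calls, none beyond 2 log2 units. Of these, 45 were kept with RLE factors, 45 with TMM without the most abundant miR, 27 with no composition factor and 21 on the scale of all tags, and none changed direction. miR160a-5p was DE at 7 samplings, miR160d-5p at 5, miR166d-5p at 4 and miR827a-5p and miR168b-3p at 3 each. In the F test of the 8 differences together 22 of 57 miRs were DE (30 at an unadjusted p under 0.05), led by miR160a-5p (adjusted p = 5.9e-11), miR160d-5p, miR168b-3p and miR827a-5p. It was 12 without replicate 2 of every group and 14 without replicate 3 of every group.

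Whether the ethephon effect differed between samplings was tested by the interaction. miR827a-5p (UUUUGUUGAUAGUCAUCUAACC) was the 1 miR past the threshold (adjusted p = 0.00186; 14 miRs at an unadjusted p under 0.05). It stood at 949 ± 277 CPM in ethephon and 412 ± 63.1 in water apices at 6 hours, and at 62.7 ± 53.0 and 221 ± 143 CPM at day 8 (n = 3 each). The ethephon level at day 8 lay near that of 3 counts in a library (median 55.0 CPM over ethephon libraries). The interaction of miR827a-5p was lost when replicate 2 was left out of every group, which gave 0 DE miRs with edgeR. The count was 10 with DESeq2 or with no filter, 6 with limma-voom and 4 without replicate 3 of every group, and it reached 9 when water day 8 replicate 3 alone was left out. In the permutation test of whole profiles, sampling accounted for 34.7% of the variance (p = 1e-04), treatment for 9.93% (p = 1e-04) and their interaction for 14.6% (p = 0.0016), where 1e-04 is the smallest value the permutations can give.

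The change over samplings in water apices is the background against which the treatment is read. miR167a-5p rose and fell in both treatments, from 3544 ± 480 CPM at 6 hours in water to 14083 ± 2405 at day 3 and 4576 ± 1198 at day 8, and from 3110.4 ± 875 to 14089 ± 1033 and 6109 ± 1587 in ethephon apices (n = 3 each). In water, 27 of 57 miRs changed over samplings (31 at an unadjusted p under 0.05). After miR167a-5p these were led by miR160d-5p, miR394a-3p, miR171f-5p and miR396a-5p. In ethephon apices 29 changed (30 unadjusted), led by miR167a-5p, miR827a-5p, miR396a-5p, miR160d-5p and miR827a-3p. miR160d-5p peaked in water at day 1, at 4132 ± 475 CPM, and was at 1360.1 ± 325 at day 2. The count in water was 13 on the scale of all tags, 11 without replicate 1 of every group and 5 without replicate 2 of every group. In ethephon apices it was 14 without replicate 2 of every group and 15 without replicate 3 of every group.

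**Figure D3:**
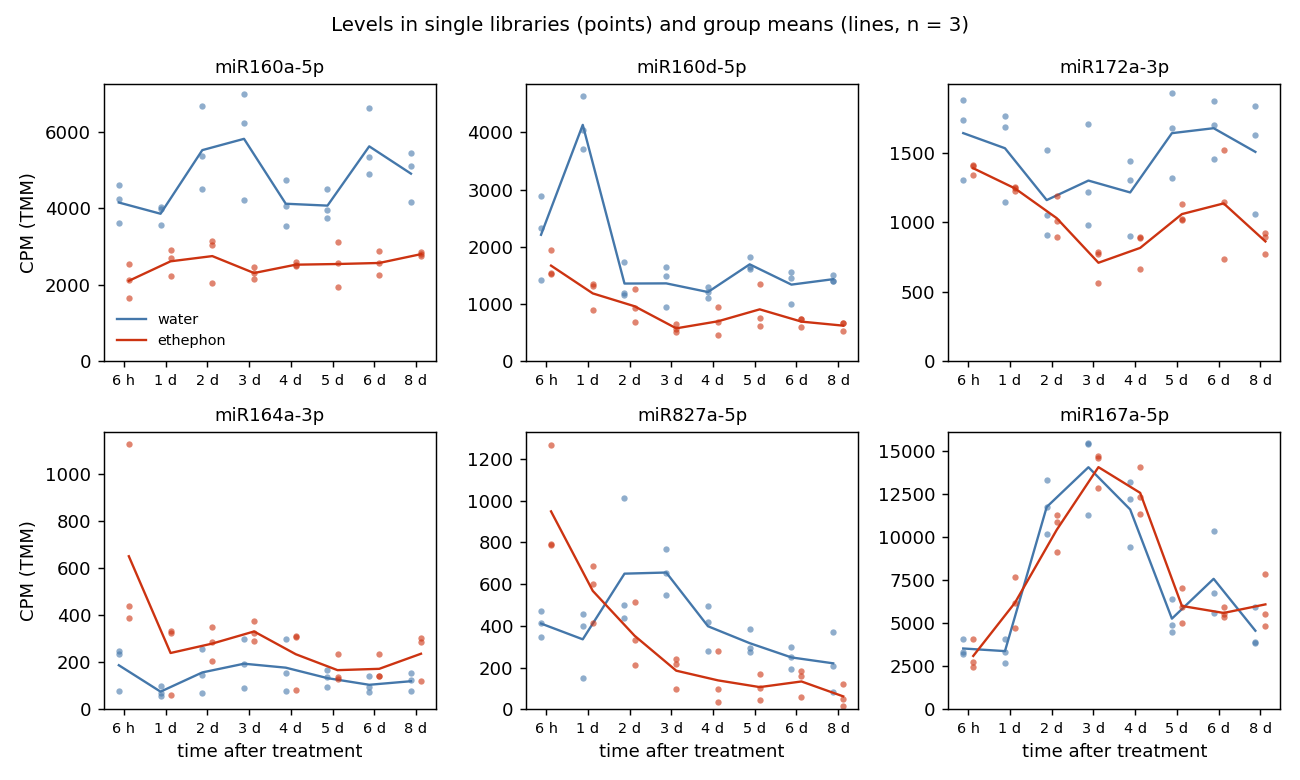
CPM on the TMM scale (vertical axes, from 0) of 6 miRs against time after treatment, with single libraries as points and the mean of 3 as lines, water in blue and ethephon in red. miR160a-5p lies lower in ethephon apices throughout, and miR827a-5p crosses from 949 to 62.7 CPM in ethephon apices, the latter near the level of 3 counts in a library. miR167a-5p reaches about the same level at day 3 in both, 14083 and 14089 CPM.

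Between 6 hours and day 8, 12 miRs changed in ethephon apices, 4 up and 8 down (23 at an unadjusted p under 0.05). miR827a-5p fell by 3.93 (SE 0.55), to a level near that of 3 counts in a library, and miR827a-3p by 2.44 (SE 0.46). miR396b-5p fell by 2.496, miR160e-3p by 2.48, miR396a-5p by 1.42, miR160d-5p by 1.42, miR164a-3p by 1.44 and miR172a-3p by 0.69. miR160a-3p rose by 2.12, miR171a-5p by 1.86, miR159b-3p by 1.06 and miR167a-5p by 0.98. Without replicate 3 of every group the count was 6. Against day 1, 5 changed in ethephon apices, and the changes of miR167a-5p and miR164a-3p were of the other sign, -0.02 and 0.06. In water apices 10 changed, 2 up and 8 down (18 unadjusted): miR166c-3p, miR166b-3p, miR166a-3p and miR166d-5p fell by 1.13, 0.76, 0.61 and 0.97, miR171f-3p, miR171f-5p, miR7782a-5 and miR168a-5p also fell, and miR171a-3p and miR394a-3p rose by 1.29 and 0.70. In water the count was 1 with no composition factor, 0 on the scale of all tags (edgeR) and 0 without replicate 2 of every group, and 6 with RLE factors or DESeq2 and 2 with limma-voom. The change itself differed between treatments for 6 miRs, 3 up and 3 down (15 unadjusted).

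miR156 targets SPL genes of the vegetative phase change, and its levels were near the limit of detection. miR156a-3p had 48 counts over all water and 34 over all ethephon libraries, miR156a-5p 30 and 47, miR156c-5p 15 and 11, miR156b-5p 7 and 2, miR156b-3p 2 and 1 and miR156f-3p 0 and 1. The other 6 listed miR156 sequences had no count in any library, and no miR157 was listed. All were under the count filter. The 3 with at least 20 counts were compared by the permutation test, and none passed (miR156a-5p p = 0.037, adjusted p = 0.363; miR156a-3p adjusted p = 0.689; miR156c-5p adjusted p = 0.738). Of miR172, miR172a-3p is described above, and miR172b-3p stood at 104 ± 49.9 CPM in water and 84.6 ± 49.0 in ethephon apices (n = 24 each, edgeR adjusted p = 0.302). miR172a-5p had 87 counts in water and 72 in ethephon libraries, miR172c-5p 56 and 26, miR172d-5p 4 and 2, and miR172b-5p none. Among the miRs named by the study, both arms of miR396c had no count in any of the 48 libraries, and miR1432a-3 had 26 and 21 counts. miR160d-3p had 52 counts in water and 82 in ethephon libraries.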

Values the study reported

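The study reported that 76 miRs in 30 families were retained after filtering and normalization, and that single members of 10 miR families were DE at different sampling stages. It found neither miR156 nor miR172 to be DE at any stage, with miR156 at very low levels and miR172a tending to be lower in treated apices at the later samplings. Among the miRs that it named as up- or down-regulated were miR160a, miR160d, miR164a, miR171c, miR319a, miR396a, miR827a and miR1432a, and it described miR396c as up-regulated 6 h after treatment. The arms shown in its figure were miR160d-3p, miR160a-5p, miR164a-3p, miR171c-3p, miR319a-5p, miR396a-5p, miR827a-3p and miR1432a-3p. The other arms of these miRs, miR160d-5p among them, were not the ones it showed. It listed days 2, 4, 5 and 6 as samplings without any DE miR.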

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

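The tests on miR160 were chosen after the fall of miR160 was seen, and those on miR827a-5p were fixed before their own results were seen. The results given first drew attention because the ethephon effect differed between samplings in a test of that difference. No biological explanation was tested for any of them. For the fall of miR160 the only one tested was fewer precursors with both arms falling alike.

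miR827a-5p differed in its ethephon effect across the 8 samplings (edgeR interaction adjusted p = 0.00186). Its difference between ethephon and water was 3.09 log2 units lower at day 8 than at 6 hours (-3.09, SE 0.74, adjusted p = 0.00475), and that of miR827a-3p was also lower (-1.88, SE 0.63, adjusted p = 0.0496). The same difference between day 8 and 6 hours was -1.74 (SE 0.42, adjusted p = 0.00475) for miR396a-5p, 0.87 (SE 0.26, adjusted p = 0.0291) for miR168a-5p, 2.71 (SE 0.91, adjusted p = 0.0496) for miR528c-3p and 1.13 (SE 0.39, adjusted p = 0.0496) for miR7782a-5. miR528c-3p had a mean of only 5.02 counts per library. In the edgeR interaction test over all samplings only miR827a-5p passed. The adjusted p there was 0.0575 for miR827a-3p and for miR7782a-5, 0.112 for miR396a-5p, 0.129 for miR168a-5p and 0.253 for miR528c-3p. The apices of the 6-hour sampling came from plants cut earlier than 6 hours after treatment, and were processed later in the day than the others. Neither was separated from time after treatment.

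In ethephon apices miR827a-5p ran from 949 ± 277 CPM at 6 hours through 568 ± 139 at day 1 to 62.7 ± 53.0 at day 8, while in water apices it ran from 412 ± 63.1 through 656 ± 110 at day 3 to 221 ± 143 (n = 3 each). The day 8 level of miR827a-5p in ethephon lay near that of 3 counts in a library, so the size of its fall is unsure. A single library as the cause is argued against by 48 fits that each left out 1 library, in which its adjusted p stayed at or under 0.0101. Scaling is argued against by the fit on all sequencing tags (adjusted p = 0.00694). Without replicate 2 of every group, however, the interaction gave 0 DE miRs, its count reached 9 when a single library was left out, and 11 of 100 splits of the libraries within samplings gave at least 1 interaction call, with up to 5, so that chance is not excluded for the count of 1.

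miR160a-5p and miR160d-5p fell after ethephon at most samplings. Scaling as the whole cause is argued against by 4 other scalings, over which the smallest averaged fall was -0.76 (SE 0.10), for miR160a-5p with no composition factor, although its calls at 6 hours and days 4, 5 and 6 were lost there. Reads moved between the near-identical miR160a-5p and miR160d-5p would raise one where the other fell, but both fell. The sum of the miR160 5p arms changed by -0.89 (SE 0.08). Only these sequences had counts in that sum, so their falls fixed its direction and it is no further test. Fewer precursors with both arms falling alike are argued against for miR160a-5p, but only as far as its low 3p counts allow. Its log2 ratio to the sum of miR160a-3p and miR160b-3p changed by -0.71 (SE 0.17, permutation p = 0.00042). That sum had a mean of 22.6 counts. To miR160a-3p alone (mean 13.9 counts) the ratio changed by -0.73 (SE 0.18, permutation adjusted p = 0.00139). To miR160b-3p alone (mean 8.79 counts) it changed by -0.67 (SE 0.25, permutation adjusted p = 0.0658). For miR160d-5p fewer precursors stay open. The ratio to the sum of miR160d-3p and miR160e-3p changed by -0.80 (SE 0.22, permutation p = 0.00152), but that sum had a mean of 8.12 counts. The ratio to miR160e-3p alone changed by -0.41 (SE 0.24, permutation adjusted p = 0.148), with miR160e-3p itself at -0.60 (SE 0.26).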

How the results depend on the processing

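The scale of all sequencing tags, the fit without ethephon day 5 replicate 2 and the adjustment over the 8 samplings together were tests chosen after the data were seen. Over the named miRs, 1883 comparisons with an alternative stayed on the same side of the threshold. Another 536 were past it only in the main analysis and 21 only in the alternative. Changes of sign in miRs that were not DE lie within the 1883. Averaged, miR166b-3p stood at 0.02 and ran from -0.10 to 0.15 over the alternatives. A further 2 comparisons, of miRs DE in the main analysis, changed direction. These 2 were miR167a-5p at -0.0213 and miR164a-3p at 0.0602 between day 8 and day 1 in ethephon apices, where against 6 hours they had changed by 0.98 and -1.44, and the cause was not tested. The averaged count of 24 ran from 19 without day 8 to 25 with no composition factor. No averaged change reached 2 log2 units, a limit planned for single samplings only.

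On the scale of all tags the count of DE miRs was 1 at 6 hours, 1 at day 1, 1 at day 3, 2 at day 4, 14 at day 5, 1 at day 6 and 10 at day 8, with 13 for change over samplings in water and 0 for day 8 against 6 hours in water (edgeR; RLE 6, voom 2, main 10 with 18 at an unadjusted p under 0.05). With no composition factor it was 1 at day 3, 0 at day 4, 3 at day 5, 0 at day 6, 2 for the interaction and 1 for day 8 against 6 hours in water, and 3 lists passed, all up and none of them among the 13 of the main analysis. With RLE factors it was 1 at day 6, 2 for the interaction, 6 for day 8 against 6 hours in water and 13 for families. TMM without the most abundant miR gave 5 at day 2, 1 at day 6 and 2 for the interaction. No filter gave 1 at day 1, 1 at day 6 and 10 for the interaction, and a filter of at least 1 CPM in more than 3 libraries gave 1 at day 6, 3 for the interaction and 6 for day 8 against 6 hours in water. DESeq2 gave 1 at day 6, 10 for the interaction, 6 for day 8 against 6 hours in water and 13 for families. limma-voom with quality weights gave 5 at day 1, 11 at day 8, 6 for the interaction and 2 for day 8 against 6 hours in water. Only the 6 libraries of that sampling gave 4 at day 5 and 0 at day 6. With a log2 fold change over 2 asked as well, the DE miRs were 0 at 6 hours, 0 at day 1, 0 at day 2, 0 at day 3, 0 at day 4, 0 at day 5, 0 at day 6 and 0 at day 8. BH over the 8 samplings together gave 11 at day 8. Day 8 against day 1 in ethephon apices gave 5, and 5p and 3p arms summed apart gave 15 of 36. Without ethephon day 5 replicate 2 the interaction gave 2. The cause of these shifts was not tested.

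Leaving out a replicate of every group, or single libraries of the sampling, gave 1 to 6 DE miRs at 6 hours, 1 to 3 at day 1, 1 to 6 at day 2, 2 to 8 at day 3, 0 to 6 at day 4, 0 to 9 at day 5, 1 to 3 at day 6 and 2 to 18 at day 8. Leaving out a replicate of every group, or ethephon day 5 replicate 2, gave 20 to 24 averaged, 12 to 24 at any sampling, 0 to 4 for the interaction (1 to 9 over 48 fits that each left out 1 library, 9 without water day 8 replicate 3), 5 to 28 over samplings in water and 14 to 28 in ethephon, 0 to 16 for day 8 against 6 hours in water and 6 to 13 in ethephon, 5 to 8 families and 2 to 23 list calls. The difference in log2 total counts ran from -0.35 to -0.10, and the treatment share of variance from 9.76% to 11.5%.

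The labels give the 3 libraries of each group the numbers 1 to 3. The field plot was divided into 3 replications with a block of plants for each treatment, and whether the library numbers follow them is not given in the sources used here. All samplings of a treatment drew on these same blocks, so its libraries may not be independent. Correlation across samplings within a treatment block was not tested. With the number as a replicate block the count was 24 averaged, all shared, 4 at day 1, 3 at day 4 and 3 for the interaction, and with a block within each sampling it was 21 averaged. Libraries of the same number in the 2 treatments had deviations correlated from -0.38 to 0.36 (median 0.03, 7 of 24 over 0.1), and 10 of 24 correlated best with their own number, so that the number was not treated as a pairing.

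With 10 splits of 3 against 3 libraries no share under 0.1 can be reached. The real count and the highest of the other splits were 6 and 0 at 6 hours, 2 and 0 at day 1, 3 and 6 at day 2 (where 2 of 10 splits gave as many), 8 and 0 at day 3, 5 and 1 at day 4, 7 and 0 at day 5, 2 and 1 at day 6, 18 and 1 at day 8, and for day 8 against 6 hours 10 and 2 in water and 12 and 1 in ethephon. For the averaged contrast 1 of 100 splits, the real one, gave as many (24, highest other 1), as for any sampling (22 and 5), families (7 and 2), lists (13 and 4) and change over samplings in water (27 and 11) and in ethephon (29 and 14). With 100 splits no share under 1 in 100 can be reached, so these 6 results argue against chance but do not exclude it.

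No library had a total far enough below the median to meet the planned limit for leaving it out. No tested sequences had fully identical counts, and no pseudocount beyond the default of the package was set for the edgeR fit. These 3 alternatives were therefore void or not run. The values of miR393a-5p and miR393b-5p were nearly the same, and both stayed in the tests. Depth limits the sequences of low count: 70 sequences with a count were not tested.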

Other observations

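The ratios of the arms, the correlation between samplings and the tests of sequences under the filter, miR529 among them, were chosen after results were seen.

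The 5p and 3p arms of several precursors moved apart after ethephon. Of 21 pairs with both arms tested, the log2 ratio of 5p to 3p changed in 8, up in 4 and down in 4. It rose by 1.07 (SE 0.21) for miR164a-5p over miR164c-3p, by 0.75 (SE 0.09) for miR171f, by 0.59 (SE 0.09) for miR168a-5p over miR168b-3p and by 0.56 (SE 0.11) for miR166d-5p over miR166b-3p. It fell by 0.85 (SE 0.23) for miR530a, by 0.73 (SE 0.18) for miR160a, by 0.51 (SE 0.20) for miR164a and by 0.47 (SE 0.16) for miR827a. The permutation p was 1e-05, the smallest possible, for the first 3, 4e-05 for miR166d-5p, and 0.00101, 0.00033, 0.0174 and 0.00602 for the 4 falls. For miR171c, whose arms both rose, the ratio changed by 0.04 (SE 0.18).

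A library-wide shift between arms is argued against by the 4 pairs that moved against the other 4. Low counts in one arm are argued against for 5 of the 8 pairs, which had a mean of at least 20 counts in both arms, and stay open for miR160a, miR164a-5p over miR164c-3p and miR164a. Sequences shared by several precursors are argued against only for the 2 pairs with a single name for both arms, miR171f and miR827a. For these 2 a change in which arm is kept may be the source, as a hypothesis found on the same libraries that was not tested. For the other 6 a change in the precursor in use remains open.

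The ethephon profiles of the samplings resembled each other. Across the 57 miRs the log2 fold changes of 2 samplings had a mean correlation of 0.319 over 28 pairs, from -0.0565 to 0.625, with 25 positive. Permuted labels gave a mean between -0.0627 and 0.0888 in 95% of 10000 draws (permutation p = 1e-04, the smallest possible).

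Among 32 sequences under the filter with at least 20 counts, 0 passed the threshold by the permutation test (3 at an unadjusted p under 0.05), and no other tool was run on them. miR529a-5p, of a family that shares SPL targets with miR156, had 3 counts in water and 23 in ethephon libraries (in 3 and 12 libraries; permutation p = 0.00175, adjusted p = 0.056). Without its library of highest level, ethephon day 6 replicate 3, the permutation p was 0.00273. miR2275c-5 had 4 and 19 counts (permutation p = 0.0194, adjusted p = 0.311), and miR529a-3p 11 and 30 (permutation p = 0.0893, adjusted p = 0.363). Both miR529 arms were too low for the age and phase list, which held only miR172 among tested members.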
